A study of Mus musculus with 4 samples. Its data were reported in "The role of quiescent thymic progenitors in TAL/LMO2-induced T-ALL chemotolerance" (2024).

How the data were processed

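Single-cell RNA expression was measured in thymocytes of FVB/N mice by droplet-based 3′ sequencing on the 10x Genomics platform. The 4 libraries were 1 from a wild type thymus (WT), 1 from a preleukemic Tal1/Lmo2 transgenic thymus, and 2 from thymi with leukemia in the same transgenic line (T-ALL#1 and T-ALL#2, the leukemic group). Per the labels, the WT and preleukemic mice were 6 weeks old and both leukemic mice 3 months old, and viable cells were sorted after lysis of red cells. The deposited matrices hold counts, that is the number of unique molecular identifiers (UMIs) of each of 31053 genes in each barcode, with no normalization. Per the file headers, the authors wrote the matrices of WT, the preleukemic library and T-ALL#1 with Cell Ranger 3.0.2 and that of T-ALL#2 with version 4. The first 3 matrices hold called cells alone, with no barcode under 500 UMIs in the WT matrix, and the matrix of T-ALL#2 holds every barcode. The software version and the lack of cell calling both belong to T-ALL#2 alone, so they cannot be separated from that animal. The labels name more than 1 version of the 3′ chemistry without saying which library used which, so a difference in chemistry cannot be separated from differences in depth or level between libraries.

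The genome build is not named in the files. Of the 31053 gene identifiers, 30934 (99.6%) were found in the GENCODE M21 annotation of mouse build GRCm38, 98.5% of them under the same symbol, and coordinates are taken from that annotation. The 35 symbols held by more than 1 identifier were kept apart by identifier.

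In T-ALL#2, a barcode was called a cell when it held at least 1/10 of the 99th percentile of UMIs among the 10000 barcodes with most UMIs, which set the limit at 3416 UMIs. In each library, cells were kept with a mitochondrial share under 10%, more than 500 genes, and fewer genes than the mean plus 3 SD, following the study's methods. This kept 4115 of 5879 WT barcodes (70.0%), 5530 of 6964 preleukemic barcodes (79.4%), 5770 of 7726 T-ALL#1 barcodes (74.7%) and 1975 of 2700 T-ALL#2 barcodes (73.1%). The study's own numbers of cells after these criteria are higher in each library, most clearly in WT, and it started from more T-ALL#2 cells than were called here, so its selection of cells was not exactly repeated, and the cause is not known. Doublets were limited by the upper limit on genes alone. The doublet caller scrublet, run in scanpy 1.11.5, set thresholds that marked 2, 1, 1 and 7 cells in the order of the libraries above, too few for a working call, so the alternative without its doublets was not run. In its place, the cells with the highest scrublet scores were left out at a rate of 0.8% per 1000 barcodes, which removed 194, 308, 357 and 43 cells.

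Levels of genes per library were CPM values, the UMIs of a gene summed over all kept cells and scaled to the UMIs of the library. Shares of cells carry exact Clopper-Pearson 95% intervals and CPM values carry exact Poisson 95% intervals. These intervals cover counting error only, and say nothing of the spread between animals. Where a gene had 0 UMIs, ratios were computed against a floor of 3 UMIs. WT and preleukemic groups hold 1 library each, so no test was made between groups, and cells were not used as replicates.

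DN3-gated cells had 0 UMIs of Cd4, Cd8a and Cd44 and a level of Il2ra above 0.5. These limits are those of the study's methods, where the cells had been normalized by SCTransform. Here Il2ra was read as the natural log of 1 plus UMIs per 10000 instead, so the limit on Il2ra is not on the study's scale. They were divided into dormant (dDN3) and proliferative (pDN3) cells by the sum of UMIs of a list of cell-cycle genes, of which 43 for S phase and 54 for G2/M were found in the matrices. An exact 2-means split of the log2 of 1 plus these UMIs per 10000, found in DN3-gated cells of both leukemias together, put the threshold at 6.21, or 73.0 UMIs per 10000, and the same threshold was applied to all 4 libraries. Cell-cycle phases were scored on the same list. Because the list defines both states, its genes were left out of tests and of named genes.

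UMIs were summed over the dDN3 cells and over the pDN3 cells of each leukemia, which gave 4 sums. Genes with at least 1 UMI were compared with the quasi-likelihood test of edgeR 4.0.16 (robust estimation, TMM factors) in R 4.3.3, and p-values were adjusted by the Benjamini-Hochberg method, with 0.05 as the threshold. With this filter edgeR estimated an infinite prior for the gene-wise dispersions, so the spread of single genes did not enter their p-values. The common biological coefficient of variation was 0.280. Both sums of a leukemia come from 1 animal. Across 3756 genes with an average log2 CPM of at least 5, the log2 difference of T-ALL#1 minus T-ALL#2 in dDN3 sums had a correlation of 0.786 with that in pDN3 sums (across genes, which are not independent replicates), so the numbers pair the sums. The fit without a replicate block was kept because the study's methods name none, and the fit with the replicate block is given beside it. The steps were tested on simulated data for the comparison of dDN3 with pDN3 sums of 2 leukemias. Of 200 genes changed by 1 on the log2 scale, 2 (1%) were recovered, with 0 false calls among 13956 genes. Of 200 genes changed by 2 on the log2 scale, 194 (97%) were recovered, with 8 false calls among 14005 genes. With no changed gene, 0 of 14002 genes were called. The simulated sums were drawn independently at the trended dispersion, with no pairing by leukemia and no further spread of single genes. Changed genes were drawn only from those with a log2 mean CPM of at least 5. These rates thus hold under the assumptions of the fit, and do not measure false calls in the real sums.

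The 7 gene sets (T-cell quiescence, TAL1 targets, LMO2 targets, genes higher and genes lower in cells of minimal residual disease (MRD), label-retaining cells, and T-ALL MRD-like cells) were those of the study and were tested with camera of limma 3.58.1 at its preset correlation of 0.01, with fry and an estimated correlation beside it. In single libraries, the median log2 ratio of a set was placed among those of 10000 random lists drawn from 20 bins of expression.

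Cells of all 4 libraries were integrated by anchors and clustered in Seurat 5.3.0 with 2000 variable genes, 15 principal components and a resolution of 0.8. Lists of marker genes were fixed for DN3, cycling, small double-positive (DPsm), Cd69-positive double-positive (DP69+), single-positive (SP), regulatory, NKT, gamma-delta, B, myeloid, erythroid and stromal cells. A cluster took the name of the class with the largest share of its markers at least 2-fold higher in the cluster than outside it and seen in at least 10% of its cells. At least 3 such markers were needed, and no other class could have more markers among the 10 leading genes. At this resolution no cluster took the name of DN3, regulatory, gamma-delta, B, myeloid, erythroid or stromal cells, and at a resolution of 0.4 a cluster of 1718 cells took the gamma-delta name. Double-positive cells for the comparison of DN3 genes had at least 1 UMI of Cd4 and at least 1 of Cd8a or Cd8b1.

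The gates, tests, gene lists, naming rules and 18 kinds of alternative for the dDN3 and pDN3 test were fixed before the data were examined. Of these, 16 gave a count of changed genes, since that on doublets was not run and leaving out 1 leukemia allows no test. Between dDN3 and pDN3 cells, the genes named are the 5 with the highest and the 5 with the lowest log2 fold change among those past the threshold, with an average log2 CPM of at least 5 and the same direction in both leukemias, and the genes the study names for this comparison. Between libraries, they are the 5 genes with the highest and the 5 with the lowest CPM ratio among those with at least 100 CPM in 1 of the libraries compared, leaving out Xist and Y-linked genes. For the leukemic libraries the smaller of both changes was ranked. Cd74, Trdc, Trbc1 and Malat1 were named after their values were seen.

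Alternatives covered the scaling, the filter on low counts, the replicate block, DESeq2 1.42.0 in place of edgeR, the definition of both states, the gate, the depth of cells (every cell thinned to 2000 UMIs), the calling of cells in T-ALL#2, and the filters on genes and mitochondrial share. Added after the data were seen were the removal of high scrublet scores and the low-count filter together with the replicate block. Assays of the study other than these libraries are not analysed here.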

Results

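Transcripts of single thymocytes were counted in 4 libraries, 1 of a WT mouse, 1 of a preleukemic Tal1/Lmo2 mouse and 2 of mice with T-cell acute lymphoblastic leukemia (T-ALL) in the same transgenic line. Tal1 and Lmo2 are T-ALL oncogenes that this line carries as transgenes. Summed over the kept cells, the WT library held 20492579 UMIs in 4115 cells, the preleukemic library 39131923 UMIs in 5530 cells, T-ALL#1 70561237 UMIs in 5770 cells and T-ALL#2 36236569 UMIs in 1975 cells. The median depth per cell rose in the same order, from 3686 UMIs in WT to 4859 in the preleukemic library, 8725.5 in T-ALL#1 and 17581 in T-ALL#2. The median number of genes per cell was 1704, 2072, 2717.5 and 3531 in that order. Because WT and preleukemic thymus were measured in 1 animal each, differences between libraries below are differences between single animals, and no spread between animals is known for these groups. Both leukemic mice were also older than the WT and preleukemic mice, so age and leukemia cannot be told apart.

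The transgene and the sex-linked genes were read first, as a check of the labels. Tal1 (ENSMUSG00000028717, chromosome 4, 115056426 to 115071755 on GRCm38) had 0 UMIs in WT (95% upper limit 0.180 CPM). Its level was 417 CPM (95% interval 411 to 424) in the preleukemic library, 68.4 CPM (66.5 to 70.3) in T-ALL#1 and 234 CPM (229 to 239) in T-ALL#2. Computed against the floor of 3 UMIs (0.146 CPM), the preleukemic level was 2852-fold higher than that of WT. This ratio is not a lower bound, as the upper limit of WT lies above the floor. Lmo2 (ENSMUSG00000032698, chromosome 2, 103957986 to 103981878) had few UMIs in every library, 20 in WT, 180 in the preleukemic library, 26 in T-ALL#1 and 10 in T-ALL#2. Its CPM was 4.71-fold higher in the preleukemic library than in WT, and 12.5-fold and 16.7-fold lower in T-ALL#1 and T-ALL#2 than in the preleukemic library. Summed UMIs put Lmo2 lower in both leukemias than in WT (0.368 and 0.276 against 0.976 CPM), while the mean over cells put them higher than WT (0.753 and 0.860 against 0.649 CPM). Whether transcripts of the Lmo2 transgene are counted under this gene is not known from the files. Xist reached 1437 CPM in WT, 1893 CPM in the preleukemic library and 1932 CPM in T-ALL#1, against 0.0828 CPM in T-ALL#2. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 1 UMI in WT, 5 in the preleukemic library, 1 in T-ALL#1 and 4413 in T-ALL#2. The labels name T-ALL#1 as female and the other libraries as male, so the WT and preleukemic libraries did not match their sex labels.

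The levels of 8 genes of T-cell development and Notch signaling were compared between libraries, to place each thymus along thymocyte maturation. In the preleukemic library, 6 of the 8 genes were lower than in WT beyond the counting intervals. Cd4 (ENSMUSG00000023274, chromosome 6, 124864692 to 124888221) fell from 388 CPM (380 to 397) to 9.63 CPM (8.69 to 10.7), a 40.3-fold difference. Cd8a was 4.68-fold lower, Cd8b1 4.20-fold, Ptcra 3.99-fold, Hes1 3.93-fold and Dtx1 1.66-fold. Notch1 and Myc were higher in the preleukemic library than in WT, Notch1 by 2.07-fold and Myc by 1.58-fold. Of the 8 genes, 6 were higher in both leukemias than in the preleukemic library. Hes1 (ENSMUSG00000022528, chromosome 16, 30064384 to 30067796), a Notch target, was 74.2-fold higher in T-ALL#1 and 49.4-fold higher in T-ALL#2, and Dtx1, also a Notch target, was 21.4-fold and 10.6-fold higher. The ratios for Ptcra were 21.2 and 2.24, for Cd4 7.20 and 1.44, for Notch1 2.82 and 1.84, and for Myc 1.73 and 1.15. Cd8a and Cd8b1 went different ways in the leukemias, with ratios to the preleukemic level of 1.86 and 1.09 in T-ALL#1 and levels 1.55-fold and 2.10-fold lower in T-ALL#2. Weighting all cells equally instead of summing UMIs gave the largest move by ratio, that of Cd4 in T-ALL#1 from 69.4 to 155 CPM. In T-ALL#2, TMM factors moved Notch1, Ptcra, Myc and Hes1 more than equal weighting did. TMM factors over the 4 libraries shifted all genes by 0.08 on the log2 scale for the preleukemic library over WT, by 0.27 for T-ALL#1 over the preleukemic library and by 0.51 for T-ALL#2 over the preleukemic library. Relative to these shifts, the same 6 genes were lower in the preleukemic library than in WT and the same 6 higher in both leukemias than in the preleukemic library.

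**Figure D1:**
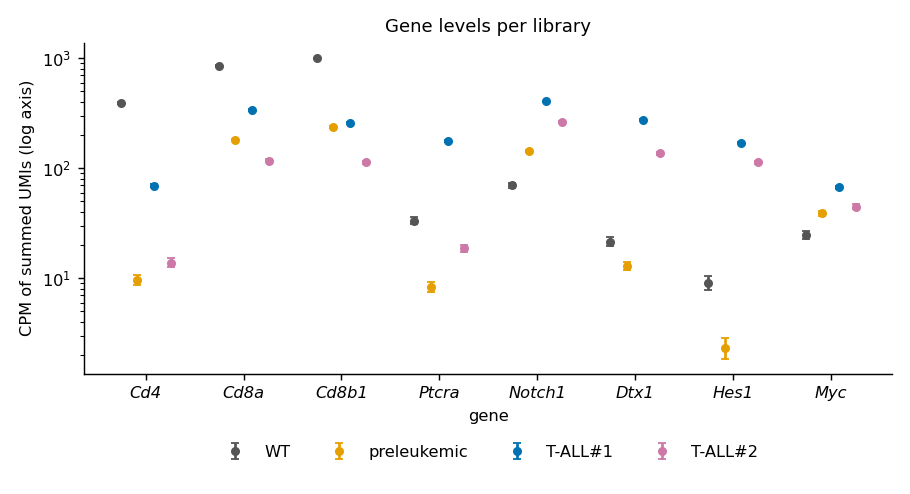
CPM of summed UMIs (log axis) of 8 genes in each of the 4 libraries, with points at the value and bars for the exact Poisson 95% interval. Cd4 sits at 388 CPM in WT and 9.63 CPM in the preleukemic library, and Hes1 and Dtx1 are higher in both leukemias than in the other libraries.

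Over all genes with at least 100 CPM, the largest ratios of preleukemic to WT levels after that of Tal1 were those of Cpa3 (728-fold higher, 1386 against 1.90 CPM), Mdga1 (497-fold), Osbpl1a (67.3-fold) and Ly6c1 (47.5-fold). The largest decreases were those of S100a9 (1607-fold lower), S100a8 (1346-fold lower), Cd4, Slco3a1 (29.1-fold lower) and Tesc (19.6-fold lower). S100a9 and S100a8 had 0 UMIs in the preleukemic library and were computed against the floor. In WT, the UMIs of S100a9 lay in 7 of 4115 cells and those of S100a8 in 4, so these ratios rest on few cells of WT. The 39 UMIs of Cpa3 in WT lay in 9 cells, against 3752 of 5530 cells with Cpa3 in the preleukemic library. Genes higher in both leukemias than in the preleukemic library were led by Gm266 (661-fold in T-ALL#1 and 452-fold in T-ALL#2). Iltifb followed, 1955-fold and 292-fold higher, and then Il22, 1382-fold and 103-fold higher. Both had 0 UMIs in the preleukemic library and were computed against the floor. These ratios are not lower bounds, as the preleukemic upper limit of 0.0943 CPM lies above the floor of 0.0767 CPM. Il22 and Iltifb are close paralogs on chromosome 10, and how reads shared between them were counted is not known. Hes1 and H1f0 came next, H1f0 with 23.0-fold and 12.8-fold. Among the genes lower in both leukemias, Osbpl1a was 1158-fold and 463-fold lower, Cpa3 366-fold and 761-fold, Mdga1 342-fold and 1054-fold, Atp8b4 81.7-fold and 93.0-fold, and Tes 52.8-fold and 617-fold.

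Clustering of all libraries together gave 13 clusters, and the marker rule named clusters that held 10907 of 17390 cells (62.7%). Clustering each library by itself moved this share most, to 53.3%. Named classes were small double-positive cells (DPsm), cycling cells, Cd69-positive double-positive cells (DP69+), single-positive cells (SP) and NKT cells. Shares of DPsm cells were 47.7% in WT, 18.3% in the preleukemic library, 42.2% in T-ALL#1 and 19.6% in T-ALL#2. Clusters named cycling made up 8.29%, 8.54%, 24.4% and 25.4% in that order. These shares leave out an unnamed cluster led by Ung, Mcm3 and Hells, which passed 1 of 10 cycling markers. It held 3.77%, 7.59%, 16.1% and 26.0% of cells in the same order. DP69+ cells made up 7.36%, 8.25%, 2.24% and 2.43%, and SP cells 12.4%, 7.16%, 2.01% and 3.75%. The cluster named NKT held 2.28%, 3.29%, 1.21% and 0.608% of cells. It had Cd74, H2-Aa and H2-Ab1 of antigen-presenting cells among its 10 leading genes, beside 2 NKT markers, so it may mix cell types. The clusters without a name held 21.9% of WT cells, 54.5% of preleukemic cells, 28.0% of T-ALL#1 cells and 48.3% of T-ALL#2 cells. These shares are given as values. The libraries are not ranked by them, since genes that define the classes, such as Cd4 and Cd8a, differ in level between the libraries and 1 of the DPsm clusters took 88.0% of its cells from T-ALL#1. An unnamed cluster led by Il2ra passed 4 of 8 DN3 markers but had 3 gamma-delta genes among its leading genes, so it was not called DN3.

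Whether genes of the DN3 stage were still expressed in leukemic cells with the surface-marker transcripts of a later stage was asked in cells with UMIs of Cd4 and of Cd8a or Cd8b1. The gate held 2262 cells in WT (median 2884.5 UMIs), 211 in the preleukemic library (6241 UMIs), 2634 in T-ALL#1 (5461.5 UMIs) and 320 in T-ALL#2 (10492 UMIs). Free RNA of other cells can also bring a cell into this gate, as 5 of 29 B-like and myeloid-like cells of T-ALL#1 (median 7865 UMIs) and 1 of 14 of T-ALL#2 (median 6656.5 UMIs) passed it. On cells thinned to 2000 UMIs none of these cells passed, and the gate of T-ALL#2 held 54 cells (2.73%) instead of 16.2%. The level of Cd4 in T-ALL#2 was 13.8 CPM in cells and 10.5 CPM in empty droplets, so a single UMI of Cd4 there does not by itself show expression by the cell. Of 8 DN3 genes, 5 were higher in both leukemias than in WT beyond the counting intervals, and the count was 5 with the thinned gate too. Il2ra was at 10.3 CPM (8.42 to 12.5) in WT, 317 CPM (310 to 324) in T-ALL#1 and 183 CPM (171 to 196) in T-ALL#2, ratios of 30.8 and 17.8. The ratios to WT were 8.94 and 5.50 for Notch1, 7.75 and 3.75 for Notch3, 42.1 and 20.3 for Dtx1, and 197 and 104 for Hes1. The level of Hes1 in WT rested on 11 UMIs, and without an upper limit on genes per cell it was 2.70 instead of 1.08 CPM, the largest move among the alternatives. Nrarp was higher than WT in T-ALL#1 alone (7.97-fold), and Spib differed from WT beyond the intervals in no library. Ptcra was 8.58-fold higher in T-ALL#1 and 1.42-fold lower in T-ALL#2. The latter difference is smaller than the shift of 0.59 on the log2 scale that TMM factors put on T-ALL#2 over WT, so its direction depends on the scaling. In preleukemic cells of this gate, Notch1 was 2.32-fold and Notch3 2.55-fold higher than in WT, Ptcra was 4.66-fold lower, and the other 5 genes did not differ from WT beyond the intervals.

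**Figure D2:**
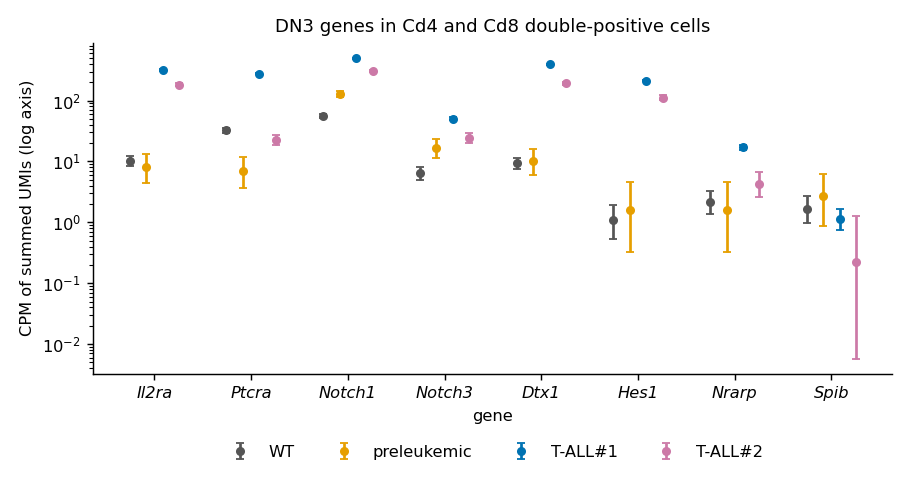
CPM of summed UMIs (log axis) of 8 DN3 genes in cells with UMIs of Cd4 and of Cd8a or Cd8b1, with points at the value and bars for the exact Poisson 95% interval. Il2ra, Notch1, Notch3, Dtx1 and Hes1 are higher in both leukemias than in WT.

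The study placed leukemia-initiating cells among DN3 thymocytes, so the share of cells that passed the DN3 gate was compared. It was 0.923% in WT (38 of 4115 cells, 95% interval 0.654 to 1.27), 6.94% in the preleukemic library (384 of 5530, 6.29 to 7.65), 5.49% in T-ALL#1 (317 of 5770) and 22.0% in T-ALL#2 (434 of 1975). Leaving out cells with a UMI of Cd8b1 moved the leukemic shares most by ratio, to 1.99% in T-ALL#1 and 9.92% in T-ALL#2. On cells thinned to 2000 UMIs the preleukemic share was 3.67% and that of T-ALL#1 9.69%, so the order of these libraries depended on depth, while WT had the lowest share under each alternative.

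Dormant cells made up 92.1% of DN3-gated cells in WT (35 of 38, 78.6 to 98.3), 68.2% in the preleukemic library (262 of 384, 63.3 to 72.9), 52.4% in T-ALL#1 (166 of 317, 46.7 to 58.0) and 45.6% in T-ALL#2 (198 of 434, 40.9 to 50.4). The intervals of both leukemias overlapped. Among preleukemic DN3 cells the study found a gamma-delta cluster with low Mki67 beside dDN3 and pDN3. The split here has no such class. Whether such cells fall among preleukemic dDN3 cells here was not tested, which limits the preleukemic values here and below. Defining both states by clusters of principal components moved the shares most, to 2.63% in WT, 37.0% in the preleukemic library, 36.3% in T-ALL#1 and 23.0% in T-ALL#2, which put WT lowest and not highest. These clusters were found in WT and in the preleukemic library each by itself, apart from the leukemias. In WT they set 1 cell apart from 37, so this rank of WT rests on 1 cell. pDN3 cells held more UMIs than dDN3 cells in each library, with medians of 23092 against 6131.5 in T-ALL#1, 25839.5 against 14481 in T-ALL#2 and 18558.5 against 6611 in the preleukemic library. By phase scores, 282 of 364 leukemic dDN3 cells (77.5%, 72.8 to 81.7) were in G1, and 379 of 387 leukemic pDN3 cells (97.9%, 96.0 to 99.1) were in S or G2/M. The share of G1 cells in dDN3 cells was 91.6% in T-ALL#1 and 65.7% in T-ALL#2. The phases were scored on the list that defined the states, so they describe the split and do not test it.

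**Figure D3:**
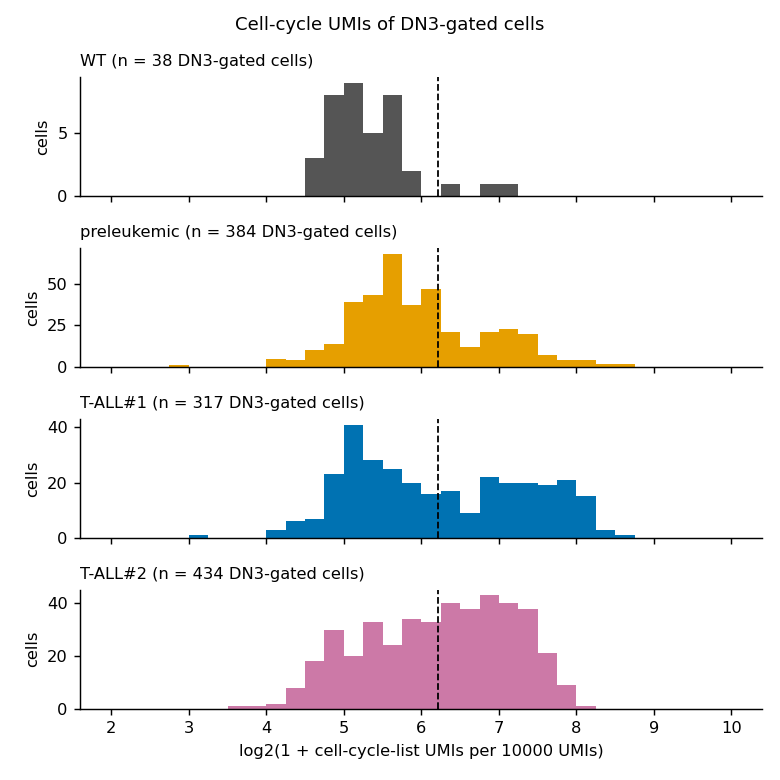
Number of DN3-gated cells by the log2 of 1 plus their UMIs of cell-cycle-list genes per 10000, in 1 panel per library, with the dashed line at the threshold of 6.21 between dDN3 and pDN3 cells. Cells on both sides of the line are seen in each library, 35 below it and 3 above it in WT.

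Genes that differ between dormant and proliferative DN3 cells of the leukemias were sought to describe the dormant state. The 4 sums held 1367777 UMIs (dDN3) and 3396958 UMIs (pDN3) in T-ALL#1 and 2956083 and 6126995 UMIs in T-ALL#2. Of 14634 genes tested with edgeR, 812 had a Benjamini-Hochberg adjusted p under 0.05, 283 higher and 529 lower in dDN3 cells. With the replicate block, that is the library as a block, 2239 genes passed the threshold, among them 811 of the 812. The low-count filter of edgeR, filterByExpr, moved the count most, to 34 of 9370 genes tested, and with it the prior of the gene-wise dispersions was finite, with a median of 3.69 degrees of freedom. The genes with the largest increase in dDN3 cells were Gimap6 (log2 fold change 3.04, SE 0.322, edgeR adjusted p 1.4e-18), Ltb (2.67, SE 0.307, 1.06e-15), Gadd45g (2.05, SE 0.314, 1.01e-08), Ypel3 (1.97, SE 0.303, 1.06e-08) and Mxd4 (1.96, SE 0.299, 7.63e-09), with 2 leukemias in each state and the same direction in both. Gimap6 (ENSMUSG00000047867) lies on chromosome 6 at 48701582 to 48708225, and Ltb (ENSMUSG00000024399) on chromosome 17 at 35194439 to 35196320. For Gadd45g the log2 ratio was 2.77 in T-ALL#1 and 1.14 in T-ALL#2. In the preleukemic library Gimap6 had a log2 ratio of 1.75, Ltb 2.20, Ypel3 2.23 and Mxd4 1.92, and Gadd45g, with 2 UMIs in dDN3 and 7 in pDN3 cells, had −1.67 (counting interval −5.20 to 0.50). The genes with the largest decrease were Esco2 (−7.20, SE 0.484, edgeR adjusted p 1.16e-45), Kif15 (−5.04, SE 0.409, 2.59e-31), Pbk (−4.70, SE 0.375, 3.17e-32), Ccna2 (−4.65, SE 0.389, 1.74e-29) and Hist1h3c (−4.55, SE 0.358, 3.92e-33). All of these were lower in both leukemias, and they are cell-cycle genes outside the list that defined the states. Esco2 (ENSMUSG00000022034) lies on chromosome 14 at 65819038 to 65833994. In dDN3 cells, Esco2 had 0 UMIs in T-ALL#1 against 360 in pDN3 cells, and 3 against 621 in T-ALL#2 (log2 ratio −6.67, counting interval −8.95 to −5.12), so its fitted change depends on the prior count.

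The study named 24 genes of Notch and Myc signaling, quiescence, and TAL1 and LMO2 targets for this comparison, of which 17 passed the threshold over all genes and 21 when adjusted over the list alone. The study chose the list on these samples, so the count over the list is not independent evidence. With the replicate block 21 of the 24 passed over all genes, and with filterByExpr 0 of the 21 tested did, with 15 at an unadjusted p under 0.05. In both leukemias 23 of the 24 were higher in dDN3 cells, Hhex on 2 and 1 UMIs, and all 17 were also higher in preleukemic dDN3 cells. The log2 changes of the 17 ran from 0.96 (Pnrc1) to 3.04 (Gimap6) without Cpa3. Cpa3 had 52 UMIs in dDN3 and 0 in pDN3 cells of T-ALL#1 (lower bound of the log2 ratio 4.93), 49 of them in 5 cells, and 3 and 1 UMIs in T-ALL#2 (log2 ratio 2.61, counting interval −1.03 to 8.32). In T-ALL#2 alone, the log2 ratio was 0.18 for Adam19, 0.56 for Cd53 and Zfp36, 0.59 for Trib2, 0.69 for Tgfbr2, 0.76 for Gimap4, 0.79 for Txnip and 1.00 for Arl4c, against fitted changes of 1.48, 1.46, 1.12, 1.28, 1.42, 1.28, 1.67 and 1.69. Dtx1 (log2 change 0.82, edgeR adjusted p 0.119) and Hes1 (0.68, 0.225) did not pass in the fit that was kept, which has no block. They did with the replicate block (0.000345 and 0.00441), and each passed in 4 of 19 settings. Over all alternatives their adjusted p ran from 0.000345 to 0.665 and from 0.00441 to 0.600. Notch1 (0.16, edgeR adjusted p 0.859) and Myc (−0.16, 0.858) passed under no alternative. Ccr7 (1.76, edgeR adjusted p 0.177) and Gimap7 (1.35, 0.147) passed under 2 alternatives each, with lowest adjusted p-values of 0.0381 and 0.0217. Their log2 ratios in T-ALL#1 and T-ALL#2 were 2.20 and 0.57 for Ccr7 and 2.89 and 0.18 for Gimap7. Tal1 itself had a log2 change of 0.46 (edgeR adjusted p 0.551), and 0.00477 with the replicate block, the lowest of a range up to 0.983. Its log2 ratio was 1.31 in T-ALL#1 and 0.20 in T-ALL#2. Hhex and Lmo2 did not exceed 3 UMIs in either state of the leukemias together, so no change is given for them.

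**Figure D4:**
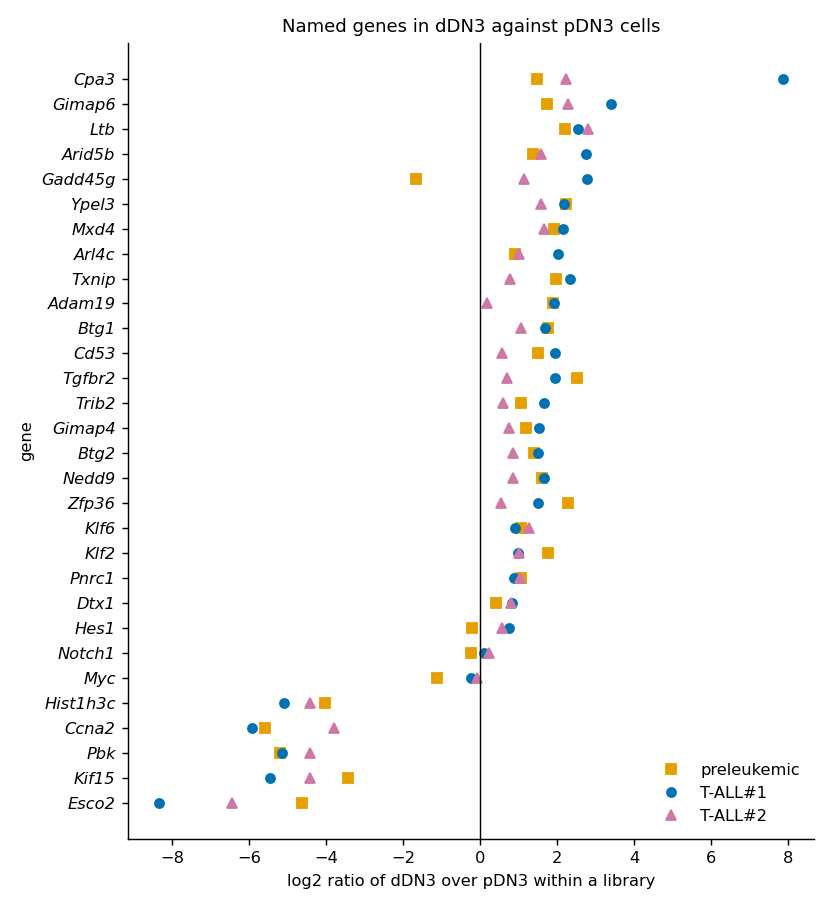
Log2 ratio of dDN3 over pDN3 levels within each library, with 0.5 added to UMIs, for the named genes past the threshold and for Dtx1, Hes1, Notch1 and Myc, with 1 point each for the preleukemic library, T-ALL#1 and T-ALL#2 and no error bars. Gimap6 has ratios of 1.75, 3.39 and 2.28, and Gadd45g, Hes1 and Notch1 are lower in preleukemic and higher in leukemic dDN3 cells.

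The same sums were tested for 7 gene sets, and camera called all 7 at an adjusted p under 0.05. The limit on more mature cells inside the gate holds for these sums too, though camera also called all 7 with no UMI of Cd8b1 in the gate. Genes lower in MRD cells were lower in dDN3 cells (57 genes, median log2 change −1.16, camera adjusted p 2.21e-17 in limma). Of the 77 genes found of this set, 14 were on the cell-cycle list that defined the states and were left out. Genes that vary together with that list would be lower in dDN3 cells by the split itself, so this call is not independent of it. The other 6 sets were higher in dDN3 cells. The median log2 change was 0.39 for T-cell quiescence (27 genes, 22 of them higher, camera adjusted p 1.83e-06 in limma), 0.46 for TAL1 targets, 0.65 for LMO2 targets, 0.39 for genes higher in MRD cells, 0.50 for label-retaining cells and 0.28 for T-ALL MRD-like cells (camera adjusted p 0.00192 in limma). None of the 7 calls held under fry (2 sets at an unadjusted p under 0.05) or under a correlation estimated from the data (1 set), the alternatives that moved the count most. In the order just given, starting with genes lower in MRD cells, the median log2 ratio was −0.74, 0.87, 0.63, 0.87, 0.66, 0.81 and 0.53 in T-ALL#1 and −0.66, 0.34, 0.29, 0.35, 0.26, 0.55 and 0.15 in T-ALL#2.

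In the preleukemic library, where no test was possible, the median log2 ratio of dDN3 over pDN3 cells was above that of all 10000 random lists of like expression for T-cell quiescence (0.92), TAL1 targets (0.54), LMO2 targets (0.66), genes higher in MRD cells (0.77) and label-retaining cells (0.63). For genes lower in MRD cells (−0.95) it was below that of every random list, with the same limit from the split on cell-cycle genes. For T-ALL MRD-like cells it was −0.0009, at percentile 62.3 of the random lists. WT, with 35 dDN3 and 3 pDN3 cells, gave percentiles of 99.1 or more for T-cell quiescence, TAL1 targets, genes higher in MRD cells and label-retaining cells. Its percentiles were 0 for genes lower in MRD cells, 61.4 for LMO2 targets and 76.1 for T-ALL MRD-like cells. Such high and low percentiles were thus not limited to transgenic libraries. The WT medians were positive for T-cell quiescence (0.37) and TAL1 targets (0.03). They were negative for genes higher in MRD cells (−0.22, random median −0.77) and label-retaining cells (−0.59, random median −0.79).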

Values the study reported

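The study reported that 97% of dormant DN3 cells of the leukemias were in the G0/G1 phases of the cell cycle. It reported that 81% of proliferative DN3 cells were in the S and G2/M phases.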

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

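Of the tests in this part, those of counting error for Hes1 and Gadd45g and of depth for Notch1 were chosen only after the result was seen. No test of the difference between the preleukemic library and the leukemias was made, since the preleukemic group holds 1 library. Differences by stage, by age or between single animals of a group were not tested.

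Gadd45g, Hes1 and Notch1 were lower in dDN3 than in pDN3 cells of the preleukemic library and higher in both leukemias, that is, every library of 1 group moved one way and every library of the other the opposite way. The preleukemic log2 ratio of Gadd45g was −1.67, on 2 UMIs in dDN3 and 7 in pDN3 cells. Counting error may account for it, since the upper bound of its interval was 0.50. Whether a lower depth of dDN3 cells or a few cells inside the gate play a part cannot be told apart at this count. Thinning each cell to 2000 UMIs left 0 Gadd45g UMIs, and without the 5 cells with most Gadd45g UMIs the log2 ratio was −1.13 with an interval of −7.02 to 3.13. For Hes1 the preleukemic log2 ratio was −0.21 on 23 and 25 UMIs. Its upper bound was 0.67, so counting error may account for its sign as well.

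Notch1 had a preleukemic log2 ratio of −0.24, with an interval of −0.42 to −0.06 on 478 and 530 UMIs. With every cell thinned to 2000 UMIs, which gives deep and shallow cells the same weight, the ratio was −0.40 (−0.87 to 0.08) under TMM factors of the thinned sums and −0.54 (−1.01 to −0.06) under the factors of all UMIs. Thinning moved other genes more, such as Myc from −1.12 to 0.71. As the interval of Notch1 held 0 under 1 of both scalings, an effect of the lower depth of dDN3 cells cannot be told apart from a difference between the states. The interval of T-ALL#1 ran from −0.04 to 0.26 and that of T-ALL#2 from 0.10 to 0.35. The leukemic change of Notch1 did not pass the threshold, and with cells lacking Cd8b1 UMIs alone it was −0.15, so an opposite direction in the leukemias rests on the gate. A difference by stage or age may exist in these animals and was not tested. The study reported high Notch1 in its preleukemic dDN3 cells, and lower Notch1 in its gamma-delta cluster than in dDN3 and pDN3 cells. The split here has no gamma-delta class, so a part of such cells in the preleukemic ratio of Notch1 was not ruled out.

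The median log2 ratio of the T-ALL MRD-like set was −0.000907 in the preleukemic library, against 0.53 in T-ALL#1 and 0.15 in T-ALL#2. The preleukemic median was at percentile 62.3 of random lists of like expression, so it did not stand apart from them in either direction, and the sign of a value so close to 0 carries no direction. The percentile was 99.4 in T-ALL#1 and 83.9 in T-ALL#2. No explanation was tested for this set.

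The barcodes of T-ALL#2 with 1 to 100 UMIs, 1187985 droplets with 1814932 UMIs, held RNA outside cells. No comparison between libraries or states used them, and their Cd4 level alone was read for the gate of double-positive cells. Hemoglobin genes reached 4.41 CPM there on 8 UMIs (interval 1.90 to 8.69), against 0.248 CPM in cells on 9 UMIs. RNA of red cells that lysed before the droplets formed may be the source, as the cells had been treated to remove red cells. At this level it bears on no result of the report. Tal1 reached 566 CPM in these droplets, above its 234 CPM in cells. RNA of damaged cells is a candidate source: in called barcodes of T-ALL#2 with a mitochondrial share of 10% or more, Tal1 stood at 1088 CPM (1057 to 1120), and mitochondrial UMIs were 5.09-fold higher per UMI in the empty droplets than in cells. The ratio of droplets to cells differed between the genes read, with 4.17 for Igkc, 2.42 for Tal1, 2.35 for Lyz2, 1.70 for Cd74 and 0.989 for Notch1. No biological explanation was tested.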

How the results depend on the processing

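Alternatives that left out high scrublet scores, and the low-count filter together with the replicate block, were chosen only after the data were seen, as was the share of cells in named clusters as the summary of the clustering. The alternative without scrublet doublets was not run, as its thresholds marked too few cells.

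The count of 812 genes between dDN3 and pDN3 cells was computed under 18 alternatives, 16 chosen beforehand and the 2 added ones. It stayed within 1.5 times under 8 of the 16 and 1 of the 2 (high scrublet scores left out), and left that range under the others. It was 34 with filterByExpr (33 lower and 1 higher in dDN3 cells), 2239 with the replicate block, 2037 with both, 1264 with states by S and G2/M scores, 1493 with states by 2-means clusters of principal components, 494 with no UMI of Cd8b1 in the gate, 253 with cells thinned to 2000 UMIs before summing, 383 with a mitochondrial share under 5% and 267 with DESeq2. Fewer UMIs and fewer cells entered the sums of thinned cells and of cells under 5% mitochondrial share. For the other counts the cause was not tested. Genes shared with the 812 kept their direction under each alternative, except for 1 of 701 under states by principal components. As the count moved between 34 and 2239, it is no measure of how many genes differ. With an infinite prior the spread of single genes did not enter the 812 calls, and the filter gave a finite prior both with and without the block.

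For named genes, 530 of 619 values under alternatives kept their direction and side of the threshold, 72 fell below it, 13 rose past it and 4 changed sign. filterByExpr accounted for 20 of the 72, DESeq2 for 11 and a mitochondrial share under 5% for 9. The changes of sign were Cpa3 at −0.45 and Lmo2 at −1.79 with states by principal components, and Myc at 0.0703 and Notch1 at −0.15 with no UMI of Cd8b1 in the gate. Of these, Cpa3 alone had passed the threshold, its UMIs lay in a few cells, and Lmo2 had 1 UMI in leukemic DN3-gated cells. The cause was not tested for the others. Esco2, Kif15, Pbk, Ccna2 and Ltb stayed past the threshold under all alternatives. Leaving out 1 leukemia gave 70 values with no test, of which 8 moved by more than the SD between both leukemias, a wide limit with 2 values. Of the 70, 19 differed from the fitted change by over 1.5 times, 16 of them with T-ALL#2 alone and 3 with T-ALL#1 alone. For genes past the threshold this held for 10 with T-ALL#2 alone, such as Adam19 (0.18 against 1.48), and for 0 with T-ALL#1 alone.

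All 7 set calls of camera held under each alternative to the counts, and 0 held under fry and 0 with an estimated correlation. With an estimated correlation camera tests on the 2 residual degrees of freedom of the 4 sums, and with a preset one it does not. The estimate for T-cell quiescence was 0.0134, near the preset 0.01, so the size of the correlation does not explain the loss of that call. This was the lowest estimate. Those of the other sets ran from 0.0197 (label-retaining cells) to 0.263 (LMO2 targets), so for them the size of the correlation is not ruled out. The cause was not tested further.

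Shares of DN3-gated cells followed the gate and the depth. With at least 1 UMI of Il2ra they were 7.67% in the preleukemic library, 6.62% in T-ALL#1 and 25.1% in T-ALL#2. With no UMI of Cd8b1 they were 5.80%, 1.99% and 9.92%. With the gate on thinned cells they were 1.41% in WT, 3.67%, 9.69% and 20.1%, and with a mitochondrial share under 5% they were 0.594%, 6.08%, 6.44% and 26.1%. WT was lowest in each, and T-ALL#1 passed the preleukemic library in the last pair. The gate needs 0 UMIs of 3 genes, so depth limits how these shares compare.

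The share of dDN3 cells among DN3-gated cells followed the definition of the states. With principal components it was 2.63% in WT, 37.0% in the preleukemic library, 36.3% in T-ALL#1 and 23.0% in T-ALL#2. With S and G2/M scores it was 52.6% in the preleukemic library and 30.0% in T-ALL#2. A split found in each library gave 65.8% in WT, and no upper limit on genes 77.8%. It was 46.6% in T-ALL#1 with at least 1 UMI of Il2ra, 37.4% and 37.2% in the leukemias with no UMI of Cd8b1, and 74.2% in the preleukemic library and 56.9% in T-ALL#2 with the gate on thinned cells. The cause was not tested. WT rests on 38 cells, and its share with principal components on 1 dDN3 cell.

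Named clusters held 62.7% of cells, 59.1% at resolution 0.4, 56.7% with no upper limit on genes and 53.3% with each library clustered by itself, and 35 of 52 class shares left their intervals. The cause was not tested. The counts of 6 of 8 gene levels were 6 under each alternative, though 88 of 130 single levels left their narrow intervals. For DN3 genes in double-positive cells the count was 5, and 6 below the cell-cycle threshold.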

Other observations

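Of the tests in this part, both on sex labels, those on depth behind Cd8b1 in T-ALL#1 and T-ALL#2, those on free RNA in dDN3 and in pDN3 cells of each leukemia, and those on depth behind the genes changed between dDN3 and pDN3 cells were chosen only after the result was seen. Trdc, Trbc1, Cd74 and Malat1 were also named after their values were seen. The patterns were found and tested on the same data, so each explanation below is a hypothesis.

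WT and preleukemic libraries carry male labels, yet expressed Xist and had 1 and 5 Y-linked UMIs. Sex labels that do not hold for these mice may explain this, as Y-linked genes reached 0.101 CPM over both libraries against 122 CPM in T-ALL#2. A pool of male and female animals is argued against: the cells with no Xist UMI would have held 469 Y-linked UMIs at the rate of T-ALL#2, and held 0. As T-ALL#2 alone was male by expression, its differences from the other libraries carry sex as well.

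Leukemic DN3-gated cells held UMIs of Cd8b1 although the gate excludes those with Cd8a. After thinning to 2000 UMIs, B-like and myeloid-like cells, which should lack it, had a Cd8b1 UMI in 7.5% of 40 cells over both leukemias (interval 1.57 to 20.4), against 18.1% of gated cells (15.4 to 21.1), where free RNA and expression cannot be told apart. These pools mix the leukemias in different proportions, so each was also read by itself. In T-ALL#1 the share was 45.3% in dDN3 cells (37.4 to 53.4; median depth before thinning 6131.5 UMIs) against 11.5% in 26 B-like and myeloid-like cells (2.45 to 30.2; 7865 UMIs over all 29), which argues against free RNA from other cells as the whole source. In pDN3 cells of T-ALL#1 (9.52%), and in dDN3 cells (15.2%) and pDN3 cells (7.63%) of T-ALL#2, against 0 of 14 B-like and myeloid-like cells there (0 to 23.2), the intervals overlapped and free RNA and expression cannot be told apart. In T-ALL#1, molecules of Cd8a and Cd4 missed at low depth may have let more mature cells into the gate. The Cd8b1 level of deeper dDN3 cells was 0.127 of that of shallower ones (0.0928 to 0.171; medians 12217 and 3617 UMIs), against 0.313 (0.245 to 0.402; medians 12215 and 3619 UMIs) in as many cells outside the gate with Il2ra, matched to them in depth. In T-ALL#2 the ratios were 0.203 and 0.282, with overlapping intervals, so there it cannot be told apart from a fall of Cd8b1 with depth that has nothing to do with the gate.

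Trdc, the constant gene of the delta receptor chain, had a UMI in 21.9% of the B-like and myeloid-like cells of the preleukemic library (median 4465 UMIs) and in 82.0% of its other cells (median 4863 UMIs). After thinning the shares were 17.2% and 67.3%, which argues against free RNA as the source. A large share of gamma-delta T cells is a candidate explanation, as all 5 markers tested other than receptor constant genes (Sox13, Maf, Rora, Trdv4 and Cd163l1) were higher than in WT beyond counting error. These markers are not specific here, since Cd163l1 was at 63.3 CPM in T-ALL#2 against 13.8 CPM in the preleukemic library, and surface staining in the study found no increase of gamma-delta thymocytes. Transcription of receptor genes without rearrangement, which the study favors, was not tested and stays open.

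Trbc1, a constant gene of the beta receptor chain, had 24 UMIs in 12 cells of T-ALL#2, against 2689 CPM in WT, 3010 CPM in the preleukemic library and 1122 CPM in T-ALL#1. A reference or software difference that drops genes is argued against as a broad cause, as 2 of 1204 genes at 100 CPM or more in each other library fell under 1 CPM in T-ALL#2, Xist and Trbc1. In the 181 T-ALL#2 cells with no Tal1 UMI, 0.552% had a Trbc1 UMI (median 11144 UMIs), against 0.613% of cells with one (median 18479.5 UMIs). The 24 UMIs show that Trbc1 was not left out of the counts altogether. These 181 cells may be leukemic too, so a loss of most Trbc1 counts in this library and a leukemia of 1 clone that uses Trbc2 cannot be told apart.

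Cpa3 and Cd74 were higher in dDN3 than pDN3 cells of T-ALL#1. A few cells inside the gate may explain this, as the 5 cells with most UMIs held 94.2% of Cpa3 UMIs and 100% of Cd74 UMIs (80 UMIs in 4 cells). Cd74 was chosen after its values were seen. No biological explanation was tested.

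dDN3 cells held fewer UMIs than pDN3 cells, and a gene could appear changed through depth. With every cell thinned to 2000 UMIs, the test called 253 genes, and 228 of them were among the 812 and had the same direction. For these 228 genes that argues against the depth of the summed counts as the whole cause. The gate and both states were still those of full depth. A part of depth in which cells passed the gate is therefore not covered by this test. For the other 584 genes depth and state cannot be told apart, since fewer UMIs entered the thinned sums. Of the 811 called genes with thinned UMIs, 807 kept their direction, but these genes were chosen for their change in the same cells, so this does not decide it.

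Called barcodes with a mitochondrial share of 10% or more, which were left out, had more Tal1 than the cells, by 1.94-fold in the preleukemic library, 1.63-fold in T-ALL#1 and 4.65-fold in T-ALL#2. RNA held in the nuclei of leaky cells is a candidate explanation, since the nuclear RNA Malat1 was also higher in them, by 2.04-fold in T-ALL#2 to 3.04-fold in T-ALL#1. Why Tal1 exceeded Malat1 in T-ALL#2 was not tested.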
